A study of Mus musculus with 21 samples. Its data were reported in "Epigenomic priming of immune genes implicates oligodendroglia in multiple sclerosis susceptibility" (2022).

How the data were processed

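CUT&RUN, which releases the DNA around an antibody bound to chromatin, was performed in cultured mouse oligodendrocyte precursor cells (OPCs). The sample labels call the cells Sox10GFP+, while the protocol gives either sorting for Sox10-driven GFP or magnetic beads against CD140a. The cells came from pooled brains of pups at postnatal day 4 to 6 and were kept in a medium that sustains proliferation. Treated cells received IFN-γ at 100 ng/ml for 48 h, and untreated cells are called Ctr. Each condition used 250000 cells. The antibodies were against H3K27ac (a histone mark of active promoters and enhancers), H3K4me3 (a mark of promoters), H3K27me3 (the mark of Polycomb repression) and Ctcf (a DNA-binding protein that shapes chromatin loops). The 21 samples comprised 3 Ctr and 3 IFN-γ samples for H3K27ac, 2 and 2 for H3K4me3, 3 and 2 for H3K27me3, and 3 and 3 for Ctcf.

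The authors trimmed the reads, aligned them to mm10 with Bowtie2 and called peaks with MACS2 within the CUT&RUNTools pipeline, per the methods and the submitters' processing notes. Versions are not given in the sources used here. Broad peaks came from all fragments for the histone marks, and narrow peaks from short fragments for Ctcf. The deposited files analysed are 8 peak lists, 1 for each mark and condition and none for single replicates, so no value has a replicate error and no test across replicates could be made. How the replicates were combined into a list is not stated, nor whether a control library was used or whether the yeast DNA added as a spike-in served to scale the data.

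In each list the authors gave per peak a score, a fold enrichment over the background of the caller (a linear ratio), a −log10 p and a −log10 q, and for Ctcf the offset of the summit. The deposited score equals the −log10 q multiplied by 10 and truncated to a whole number. In broad lists the deposited fold, −log10 p and −log10 q are averages over the region. These peak values are the authors'. They were used to rank, filter or describe peaks within a list, and the background level described below was the only value derived from them that was set between lists.

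Peaks were read with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15 and compared on the 21 chromosomes (autosomes, X and Y). Chromosome lengths of the supplied mouse genome matched those of mm10, and genes were the 21911 protein-coding genes of GENCODE M21, with the longest record kept where several shared a symbol. A promoter ran from 500 bp upstream to 100 bp downstream of the 5′ end of the gene record. A promoter had a mark if a peak overlapped it by at least 1 bp. A mark was gained where IFN-γ had a promoter peak and Ctr had none, and lost in the reverse case. A bivalent promoter had both an H3K4me3 and an H3K27me3 peak. Peaks of the 2 conditions were shared if they overlapped by at least 1 bp. The covered share of a gene was the percentage of its body plus 5 kb on either side that lay under peaks. Distal H3K27ac peaks lay over 2 kb from every protein-coding gene start, and peaks within 50 kb of a list member's start were counted for the lists. Coordinates are 1-based, on mm10.

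There were 15 gene lists: MHC class I and peptide loading, MHC class II, interferon-inducible GTPases, interferon signalling and its regulators, antiviral interferon-stimulated genes, and chemokines, cytokines and immune surface ligands (the 6 immune lists), then OPC genes, myelin and oligodendrocyte differentiation genes, markers of microglia and macrophages, astrocytes, neurons, and vascular cells and fibroblasts, Hox genes, housekeeping genes, and genes named in the study's text. Each list was set against 10000 random lists of protein-coding genes with the same number of members in each combination of Ctr promoter states of the 4 marks, since only a promoter without a Ctr peak can gain one and only a promoter with one can lose it. The placement describes these peak lists and is no p-value, as genes are not replicates. Neighbouring members of a list can share peaks or change together, which the random lists do not reproduce. The genes that the study sorted into types by their RNA and chromatin accessibility were also described. They were chosen on other libraries of the same experiment, and like the list of genes named in the study's text they are not independent evidence. The 6 immune lists share many members with the genes named in the study's text, so they are not independent of the study either.

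The Ctcf core motif CCASYAGRKGGC, with at most 1 mismatch on either strand, was searched within 50 bp of Ctcf summits with pysam 0.24.0 and samtools 1.23.1, and windows shifted by 1 kb served as background. Shares carry 95% Wilson intervals from scipy 1.17.1, which cover counting error only. Reads per sample were not analysed here. The depth was instead approximated from the background pile-up that yields both the fold and the p of a peak under the Poisson model of MACS2, solved for 3000 peaks per list, with the 1st percentile taken as the floor. The calculations were tested on simulated data. Planted promoter gains and losses gave 0 wrong calls among 21911 promoters. In simulated regions averaged over 10 stretches, a true background ratio of 2 was found as 2.00. Of 200 simulated lists without planted gains, 1.5% passed the top 1% of their random lists, with gains drawn for each gene on its own.

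Named genes were taken by rule: the genes named in the study's text; per mark, the 10 genes with the highest promoter −log10 q in one condition and no peak of the mark within 1 kb of the promoter in the other; up to 4 gained or lost members per list and mark, by −log10 q; and genes with at least 50% of their span under H3K27me3 in one condition and none in the other. The last part of the rule named no gene. Other changed members of a list, and the genes that gained several marks, were named after their values were seen. The comparisons, lists, windows and naming rule were fixed before the data were examined, as were the alternatives of −log10 q of at least 5 in both lists, lists of equal length, 50% overlap or a 1 kb distance for shared peaks, 1 kb on either side of the gene start, any annotated transcript start for promoter counts, a threshold on 1 side, no flank, and no mismatch. Single replicates could not be left out, as no list per replicate was analysed. Added after the data were seen were a −log10 q of at least 2, any transcript start for the other promoter results, list means, the background estimate, the motifs under promoter Ctcf peaks, promoters that gained several marks, the H3K27ac state of promoters that lost H3K27me3, and random lists matched also on the Ctr covered share. Peaks on sequences outside the chromosomes were left out of the comparisons. Of the genes listed, H2-Q5, H2-T10, Gbp11, Mx2 and Cxcl11 had no protein-coding record and were not measured.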

Results

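The peak lists comprised 10443 H3K27ac peaks in Ctr-OPCs and 19030 in IFN-γ-treated OPCs, 25010 and 25792 for H3K4me3, 18557 and 13518 for H3K27me3, and 37787 and 36209 for Ctcf. The length covered by peaks went from 5.01 to 12.2 Mb for H3K27ac, a ratio of 2.44, and from 22.3 to 16.04 Mb for H3K27me3, a ratio of 0.720. It hardly moved for H3K4me3 (33.6 and 33.5 Mb) and for Ctcf (6.35 and 6.36 Mb). H3K27ac peaks were weak in both lists, with a −log10 q of at least 5 for 90 of the Ctr and 432 of the IFN-γ peaks, against 19031 and 17772 of the H3K4me3 peaks. The background level implied by the peak values was 2.36 times higher in the IFN-γ than in the Ctr list for H3K27ac, whereas this ratio was 0.975 for H3K4me3, 0.849 for H3K27me3 and 0.994 for Ctcf. Each mark and condition had a single list, so none of the differences described here could be set against the spread between replicates.

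To learn which marks immune genes carried before and after IFN-γ, the promoters of the 6 immune lists were compared. Of the 126 measured genes, 16 had an H3K27ac promoter peak in Ctr and 74 in IFN-γ, 71 and 100 had H3K4me3, 27 and 58 had Ctcf, and 26 and 11 had H3K27me3. H3K27ac was gained at 59 of these promoters, against a median of 19 in random lists (95% of them between 13 and 26). H3K4me3 was gained at 29 (random median 1, 0 to 3) and Ctcf at 33 (random median 6, 2 to 10), and H3K27me3 was lost at 16 (random median 9, 5 to 14). None of the 10000 random lists reached the gains of H3K27ac, H3K4me3 or Ctcf, and 0.43% reached the losses of H3K27me3. The immune lists overlap with the genes named in the study's text, some of which it named for changes in these marks. Those genes supplied 15 of the H3K27ac, 9 of the H3K4me3 and 9 of the Ctcf gains. They also supplied the H3K27me3 losses at Psmb8, H2-K1, Cxcl10, Psmb9 and Tap1. The placement is therefore not independent evidence. With only peaks of −log10 q of at least 5, 3 H3K27ac gains and 3 H3K27me3 losses were counted, which 8.96% and 33.1% of random lists reached, whereas there were 30 H3K4me3 gains and 30 Ctcf gains, which no random list reached. With H3K27ac lists of equal length, 37 promoters gained it, against a random median of 11.

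**Figure D1:**
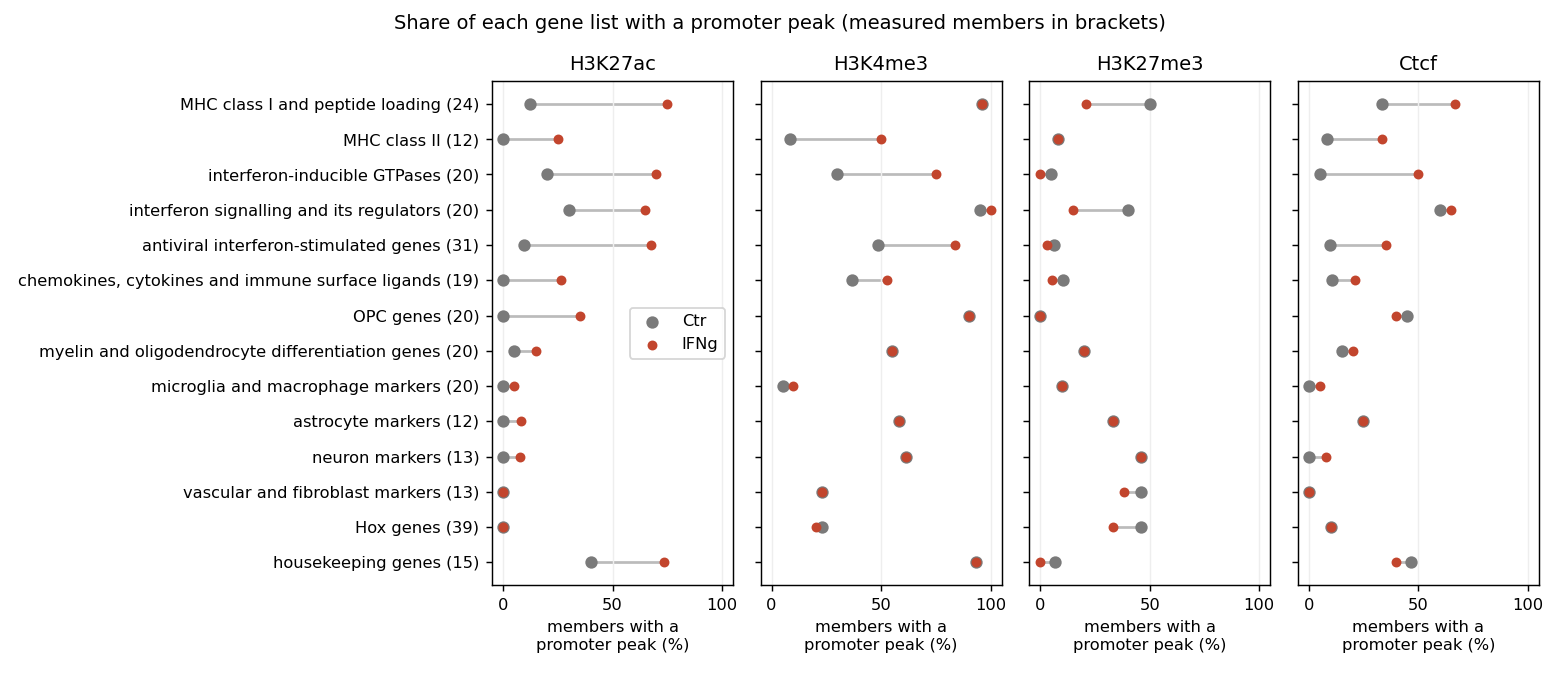
Percentage of the measured members of each gene list (number in brackets) with a promoter peak of each mark, in Ctr (grey) and IFN-γ (red, IFNg). The immune lists at the top moved to the right for H3K27ac, with 16 of 126 members in Ctr and 74 in IFN-γ, while the H3K27me3 points of MHC class I moved from 12 to 5 of 24 members.

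MHC class I genes, which present peptides to CD8 T cells, mostly had H3K4me3 peaks in both conditions, and many had H3K27ac in IFN-γ alone. A missing Ctr H3K27ac peak need not mean a missing mark, since 0 of the 20 OPC gene promoters had one in Ctr. H3K4me3 was present at 23 of the 24 measured promoters of this list in both conditions, while H3K27ac went from 3 to 18 and Ctcf from 8 to 16. H3K27me3 was lost at 7 of the 12 promoters that had it, namely H2-Q4, Psmb8, H2-K1, H2-T23, H2-T22, Psmb9 and Tap1, a number that 3.41% of random lists reached. Psmb9, a subunit of the immunoproteasome, and Tap1, a subunit of the peptide transporter, share a promoter region on chromosome 17, where an IFN-γ H3K27ac peak (34186830 to 34187820, −log10 q 6.19) stood without a Ctr peak. The same region had an H3K27me3 peak of −log10 q 2.11 in Ctr and none in IFN-γ. At H2-K1, a classical class I heavy chain, the H3K27me3 peak of Ctr (−log10 q 4.18) was likewise gone, and H3K27ac (2.38) and Ctcf (10.0) were present in IFN-γ alone. The nonclassical genes H2-Q6 and H2-Q7 kept an H3K27me3 peak in both conditions, although the covered share of H2-Q7 fell from 19.7% to 5.23%. Nlrc5, the transactivator of class I genes, had H3K4me3 in both conditions and gained H3K27ac and Ctcf. Across the list, the median share of the gene region under H3K27me3 went from 7.83% to 0%, and the mean from 9.11% to 4.24%. The median difference was −2.99 percentage points, as low in no random list. In random lists matched also on the Ctr covered share it was −0.483 (−1.51 to 0), and again none was as low.

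MHC class II genes, whose products present peptides to CD4 T cells, mostly lacked H3K4me3 at the gene record start in Ctr, and some gained it. Of the 12 promoters, 1 had H3K4me3 in Ctr and 6 in IFN-γ, with gains at H2-Eb1, H2-Aa, H2-DMb1, H2-Ab1 and Cd74. H3K27ac and Ctcf were gained at H2-Eb1, H2-Ab1 and H2-DMb1. At H2-Eb1 (chromosome 17, start 34305867) the IFN-γ peaks had −log10 q of 36.2 for H3K4me3, 28.2 for Ctcf and 3.65 for H3K27ac, with no Ctr peak of these marks. Cd74, the invariant chain, and H2-Aa gained H3K4me3 (3.56 and 23.2) without an H3K27ac peak. These states depended on which start was read. Over all annotated transcript starts, H2-Ab1 carried H3K27me3 (−log10 q 12.8) and H3K4me3 (23.3) in Ctr and kept both in IFN-γ, while its region under H3K27me3 fell from 21.97% to 8.11%. H2-Eb1 also carried both marks in Ctr when so read, and H3K4me3 alone of these in IFN-γ. Read the same way, Ciita, the master transactivator of class II genes, went from an H3K27me3 peak (5.97) and no H3K4me3 to an H3K4me3 peak (46.9) and no H3K27me3, whereas none of the 4 marks lay at its record start. Across the list, the median share of the gene region under H3K27me3 went from 6.23% to 1.27%, with a median difference of −1.73 percentage points, as low in 0.02% of random lists, but of 0 with lists of equal length or with peaks of −log10 q of at least 5.

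**Figure D2:**
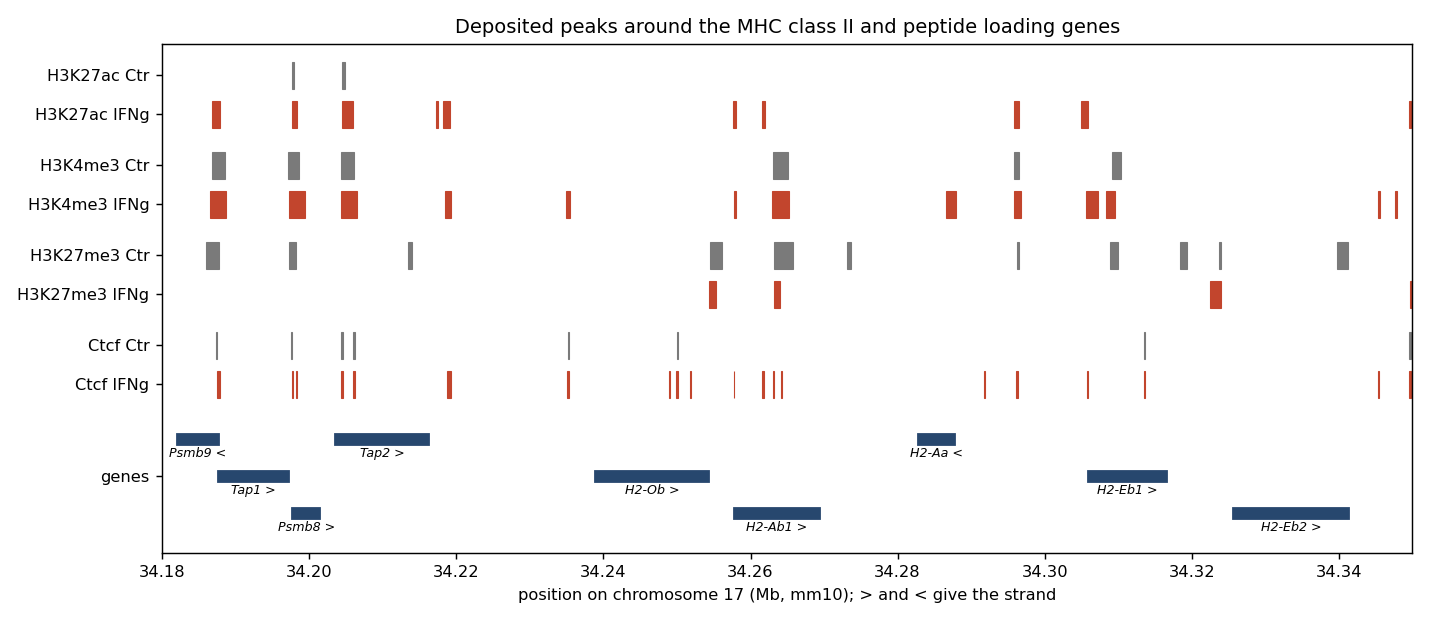
Deposited peaks of the 4 marks (boxes, to scale) in Ctr (grey) and IFN-γ (red) between 34180001 and 34350000 on chromosome 17 (mm10), with genes in blue and position in Mb on the x axis. H3K27ac, H3K4me3 and Ctcf boxes appear in IFN-γ at the start of H2-Eb1, and the H3K27me3 box of Ctr over Psmb9 and Tap1 has no IFN-γ counterpart.

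Interferon-inducible GTPases, which attack intracellular pathogens, and antiviral genes showed gains of the active marks from a bare or H3K4me3-marked start. Among 20 GTPase promoters, H3K27ac went from 4 to 14, H3K4me3 from 6 to 15 and Ctcf from 1 to 10. Gbp6 (H3K4me3 −log10 q 31.9), Gm4951 (34.04) and the shared start of Gbp4, Gbp8 and Gbp9 (25.4) had no peak of any of the 4 marks in Ctr. Tgtp2 gained H3K4me3, H3K27ac and Ctcf. Among 31 antiviral promoters, H3K27ac went from 3 to 21, H3K4me3 from 15 to 26 and Ctcf from 3 to 11. Ifi35 had the highest ranked H3K4me3 peak seen in IFN-γ alone (−log10 q 53.2), followed by H2-Eb1, and Oas1a, a sensor of double-stranded RNA, also ranked among the first 10 (32.0). Ifit3b and Ifit3, inhibitors of viral translation, led the Ctcf peaks seen in IFN-γ alone (31.5 and 28.6). Zbp1, a sensor of unusual nucleic acid structures, gained H3K27ac, H3K4me3 and Ctcf. No random list reached the gains of H3K27ac, H3K4me3 or Ctcf in these lists. H3K27me3 was rare at these genes, with 1 GTPase promoter (Gbp7) and 2 antiviral ones (Parp14 and Bst2) that lost it and 1 antiviral promoter (Ifit3b) that gained it.

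Genes of interferon signalling carried H3K4me3 before treatment, at 19 of 20 promoters, and Irf9 was the only one to gain it at the record start, while over all transcript starts it had H3K4me3 in Ctr too (−log10 q 2.27). H3K27ac went from 6 to 13 promoters, with 8 gains, among them Stat2, Socs1 and Bach1, and 1 loss (Jak2). That number of gains was reached by 16.8% of random lists. H3K27me3 went from 8 to 3, with 5 losses (Ifngr1, Batf2, Jak1, Ptpn2 and Usp18), reached by 40.7% of random lists. Ctcf was gained at Irf2 and Trim21 and lost at Ptpn2. Stat1 and Irf1, transcription factors that act downstream of the IFN-γ receptor, had H3K27ac, H3K4me3 and Ctcf in both conditions. Of 19 chemokine, cytokine and ligand promoters, H3K27ac was gained at 5 (Csf1, Serpina3f, Tnfsf10, Fas and Cd274), a number that 5.03% of random lists reached, H3K4me3 at 3 (Icam1, Serpina3f and Tnfsf10) and Ctcf at 3 (Csf1, Cd274 and Ccl2), with a Ctcf loss at Fas. Over all transcript starts, Csf1 had H3K27ac in Ctr too (−log10 q 1.87). Cxcl10, a chemokine that draws T cells, was bivalent in Ctr, and in IFN-γ its H3K27me3 peak (−log10 q 3.32) was absent while H3K4me3 was present.

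H3K4me3 also covered more of the region of immune genes. The median covered share of the 6 immune lists, whose genes include those that gained the mark, went from 3.76% to 9.03%, with a median difference of 3.33 percentage points against 0 in random lists, none of which reached it. It went from 9.72% to 13.4% for MHC class I and from 5.25% to 6.50% for interferon signalling, although their promoter counts barely moved. Single genes were B2m, the light chain of class I molecules (9.62% to 19.5%), Irf1 (7.75% to 18.6%), Socs1, a feedback inhibitor of the pathway (16.4% to 28.7%), and the GTPase Igtp (4.92% to 18.9%).

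Genes of OPC identity and myelin, and markers of other cells, were described with the same counts to see whether the cells' own programme changed. The OPC genes had H3K4me3 at 18 of 20 promoters in both conditions and H3K27me3 at none. H3K27ac was gained at 7 of them (Neu4, Sox10, Tnr, Pdgfra, Olig2, Lhfpl3 and Ptprz1), close to the random median of 8, and Ctcf was lost at Bcan. Over the whole gene region, their median difference in H3K27ac coverage was 2.17 percentage points, above all but 0.28% of random lists. Of the myelin genes, H3K27ac was gained at Ugt8a and Gjc3, Ctcf at Ugt8a, and H3K27me3 was lost at Myrf and Cldn11 and gained at Mobp and Ppp1r14a, so that 4 promoters carried H3K27me3 in each condition. Myrf, a transcription factor required for myelination, had H3K4me3 in both conditions, while Plp1 had none of the 4 marks at its promoter. Bcas1, Sox8, Cyp24a1 and Tap2, also named in the study's text, showed no promoter change of any of the 4 marks at the record start. Over all transcript starts, Bcas1 had a weak H3K27me3 peak in Ctr (−log10 q 1.71) and none in IFN-γ. Among the genes of that list as a whole, H3K27ac went from 3 to 18 of 29, H3K4me3 from 15 to 24, Ctcf from 9 to 18 and H3K27me3 from 9 to 3, which is not independent evidence because the study picked them.

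Markers of other cell types were counted in the same way. Among 20 microglia and macrophage markers, P2ry12 gained H3K27ac, H3K4me3 and Ctcf, and no other promoter changed. Sox9 gained H3K27ac among the 12 astrocyte markers, with H3K27me3 lost at S1pr1 and gained at Ntsr2. Among 13 neuron markers, Tubb3 gained H3K27ac and Ctcf and lost H3K27me3, which was also lost at Gad2 and gained at Slc17a7 and Dlx1, gains that 1.48% of random lists reached. The median share of the neuron marker regions under H3K27me3 went from 8.36% to 4.43%, with a median difference of −1.20 percentage points, as low in 1.67% of random lists. Over all annotated transcript starts, Slc17a7 and Dlx1 carried H3K27me3 in Ctr as well (−log10 q 11.3 and 3.99), Gad2 kept it in IFN-γ (5.14), and Ntsr2 also had it in both conditions, so that these changes held at the record start only. Of the 13 vascular and fibroblast markers, Pdgfrb alone changed, with a loss of H3K27me3. Of the 15 housekeeping genes, 6 gained H3K27ac (Pgk1, Ubc, Rplp0, Actb, Gapdh and Hprt) and Eef1a1 lost it, while 7.2% of random lists had as many gains. Rpl13a lost H3K27me3. Actb lost Ctcf at the record start, but over all transcript starts it carried Ctcf in both conditions (−log10 q 52.6 and 72.7), as Eef1a1 did H3K27ac (3.01 and 3.44).

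Hox genes, a classical Polycomb target that fixes position along the body axis, had less H3K27me3 coverage in the IFN-γ list. The median covered share of the 39 genes went from 25.8% to 10.7%, and the median difference of −12.3 percentage points lay below all random lists. In random lists matched also on the Ctr covered share it was −4.997 (−8.26 to −2.84), and again none was as low. Other genes with as much Ctr coverage thus fell too, in an IFN-γ list with an implied background 0.849 times that of Ctr. Shallower data cannot be told apart from a treatment effect in that general fall. H3K27me3 promoter peaks went from 18 to 13, with losses at 7 promoters, including Hoxb8, Hoxd11 and Hoxb5, a number that 4.6% of random lists reached, and gains at Hoxd10 and Hoxa10. No H3K27ac lay over any Hox gene region in either condition, and Ctcf did not change at any Hox promoter. H3K4me3 was lost at Hoxd3, Hoxd4 and Hoxd9, which lay under 2 peaks, a number of promoters that 0.76% of random lists reached, and was gained at Hoxa13 and Hoxd13 (27.4%). The median Hox region under H3K4me3 went from 2.84% to 0%, with a median difference of −0.222 percentage points, as low in no random list, but of 0 with peaks of −log10 q of at least 5. Hox genes lie in clusters and share peaks, so that they count for fewer independent regions than genes.

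Across all promoters, gains exceeded losses for H3K27ac and losses exceeded gains for H3K27me3, while H3K4me3 and Ctcf changed in similar numbers either way. Of 21911 promoters, 3064 gained and 437 lost H3K27ac, 150 gained and 182 lost H3K4me3, 440 gained and 1487 lost H3K27me3, and 797 gained and 671 lost Ctcf. The highest ranked H3K27ac peak in IFN-γ alone lay at the shared start of Polr1a, a subunit of RNA polymerase I, and Ptcd3 (−log10 q 8.001), followed by Zfp563 (with a Ctr peak of 1.33 at another transcript start), Ifit3b, Kbtbd2 and then Psmb9 and Tap1. In Ctr alone it lay at Caap1 (4.97). For H3K4me3, Tmem30b (8.90) and Ripk4 (7.93) ranked first among the peaks in Ctr alone. H3K27me3 peaks in Ctr alone were led by Cbwd1 (10.0), Cep85 (7.80), Mon1b (7.79) and Ipo13 (7.70), all of which carried H3K4me3 in both conditions. In IFN-γ alone they were led by Ngfr, the low-affinity neurotrophin receptor (7.68). Ctcf peaks in Ctr alone were led by Gm21969 (45.2), Cideb (31.8) and Ptpn7 (31.2). With lists of equal length, which lower a surplus by construction, 1775 promoters gained and 1158 lost H3K27ac, and with a −log10 q of at least 5 on 1 side 27 were gained and none lost. For H3K27me3 this threshold left 78 losses and 37 gains. With peaks of at least this strength in both lists, H3K4me3 was gained at 106 and lost at 282 promoters.

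**Figure D3:**
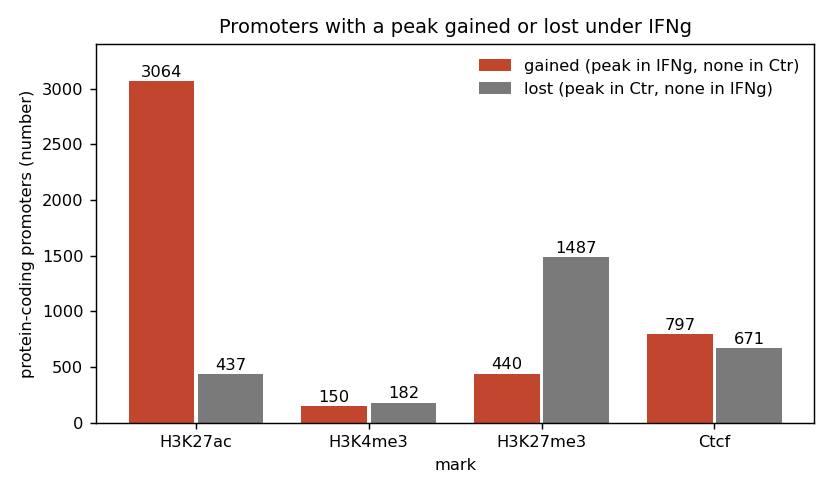
Number of protein-coding promoters with a peak in IFN-γ and none in Ctr (gained, red) or the reverse (lost, grey) for each mark. H3K27ac had 3064 gains and 437 losses, and H3K27me3 had 440 gains and 1487 losses.

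Bivalent promoters, called here from peaks of an active and a repressive mark in separate libraries, were fewer in the IFN-γ lists. H3K27me3 had 2 IFN-γ and 3 Ctr samples, but which of them entered each list is not stated, and the study's figure legend gives 2 replicates. The implied background of the IFN-γ list was 0.849 times that of Ctr. Shallower data would also lower the number of bivalent promoters, and cannot be told apart from a treatment effect here. The number of bivalent promoters went from 3264 in Ctr to 2218 in IFN-γ, and 1826 were bivalent in both, or 55.9% of those in Ctr. A further 1342 (41.1%) kept H3K4me3 alone, 89 kept H3K27me3 alone, and 7 had neither. In the other direction, 356 promoters with H3K4me3 alone became bivalent. With peaks of −log10 q of at least 5, the numbers were 773 in Ctr, 581 in IFN-γ and 465 in both. Of all promoters that lost H3K27me3, 48.2% had H3K27ac and 68.3% had Ctcf in Ctr, against 20.3% and 30.3% of all protein-coding promoters. Whether the H3K27me3 peaks at such promoters reflect Polycomb repression was not tested.

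The study sorted genes by RNA and chromatin accessibility: both rose in Type 1, RNA alone rose in Type 2, and RNA alone fell in Type 3. The peak lists describe what the promoters of each type carried. Of the 71 measured Type 1 promoters, 35 had none of the 4 marks in Ctr and 4 in IFN-γ. H3K27ac went from 5 to 49, or from 7.04% (95% Wilson interval 3.05 to 15.4%) to 69.0% (57.5 to 78.6%), H3K4me3 from 36 to 63 and Ctcf from 4 to 35. H3K4me3, H3K27ac and Ctcf were found together at 1 Type 1 promoter in Ctr and 33 in IFN-γ, and 10 were bivalent in Ctr and 1 in IFN-γ. The 246 measured Type 2 promoters had H3K4me3 at 194 in Ctr and 196 in IFN-γ. H3K27ac went from 46 (18.7%) to 89 of them (36.2%, 30.4 to 42.4%), against 20.3% and 32.3% of all protein-coding promoters, and bivalency from 22.8% (18.0 to 28.4%) to 13.01% (9.37 to 17.8%), against 14.9% and 10.1% of all protein-coding promoters. Type 3 promoters (61 measured) had H3K27ac at 8 and were bivalent at 13 in each condition. The study chose these genes from the same experiment, so their direction is not independent evidence, and with peaks of −log10 q of at least 5 the bivalent Type 2 share was 5.28% in Ctr and 3.25% in IFN-γ.

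Peaks away from promoters were compared for H3K27ac, as marks of enhancers. Of the distal peaks, 5783 were in Ctr and 11664 in IFN-γ. Of the Ctr peaks, 4074 were shared and 1709 were not, while 7618 IFN-γ peaks had no Ctr counterpart. Within 50 kb of a start of the 6 immune lists lay 80 peaks in IFN-γ alone and 5 in Ctr alone, and 82 of the 126 genes had such an IFN-γ peak. Near the OPC genes these numbers were 27 and 0, with a peak near 17 of the 20 genes, near the myelin genes 13 and 6, near the housekeeping genes 7 and 5, and near Hox genes 0 and 0. With lists of equal length, 2745 distal peaks were in IFN-γ alone and 2944 in Ctr alone, but equal lengths bring these numbers close by construction. Over all positions, the share of peaks of both lists that overlapped was 55.2% for H3K27ac, 90.5% for H3K4me3, 64.9% for H3K27me3 and 84.2% for Ctcf.

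Ctcf peaks were asked whether they held the motif that the protein binds. The core motif lay within 50 bp of the summit in 46.7% (46.2 to 47.3%) of the 31175 shared peaks, 31.1% (30.0 to 32.3%) of the 6612 Ctr-only peaks and 18.7% (17.6 to 19.8%) of the 5104 IFN-γ-only peaks. In windows shifted by 1 kb it lay in 1.31%, 1.33% and 1.49%. With no mismatch allowed the shares were 17.2%, 7.12% and 4.45%. At promoters, the motif was found under 0 of the 32 Ctcf peaks gained at the 6 immune lists (interval 0 to 10.7%), 16 of the 711 gained elsewhere (2.25%), 33 of the 629 lost (5.25%) and 545 of the 5401 present in both (10.1%). The median −log10 q of these groups was 9.53, 6.23, 6.22 and 15.6, so the shares were not compared between peaks of like strength.

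**Figure D4:**
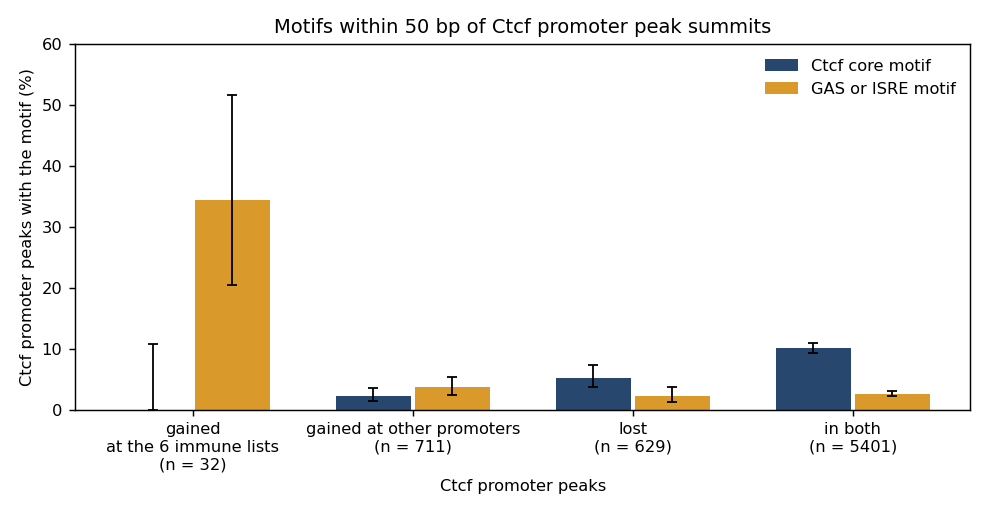
Percentage of promoter Ctcf peaks with the Ctcf core motif (blue) or a GAS or ISRE motif, the sites bound by STAT and IRF proteins (yellow), within 50 bp of the summit, with 95% Wilson intervals as error bars and the number of peaks as n. The gained peaks of the 6 immune lists had the Ctcf motif in 0 of 32 and a GAS or ISRE motif in 11 of 32.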

Values the study reported

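The study reported 867 genes with altered expression after IFN-γ, of which 696 were upregulated and 171 downregulated, against 47 sites with altered chromatin accessibility at a log2 fold change of at least 1.5. It classed 78 induced genes as Type 1 and 272 as Type 2. It also counted 463 enhancer regions with altered accessibility, and found reconfigured enhancer-promoter contacts for 322 genes, of which 223 were upregulated and 99 downregulated. The study gave these as 46.26% of the differentially expressed genes, without the total behind that percentage.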

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

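Peaks on sequences outside the chromosomes were left out of the comparisons, and were counted because data not used there can hold a signal of their own. They numbered 31 of 19061 peaks in IFN-γ and 21 of 10464 in Ctr for H3K27ac, and 104 of 25896 and 64 of 25074 for H3K4me3. For H3K27me3 they were 47 of 13565 and 45 of 18602, and for Ctcf 159 of 36368 and 166 of 37953. The histone marks thus had more in the treated than in the untreated list, but for H3K27ac these were a smaller share of a longer list. For H3K4me3, 24 of the IFN-γ peaks and 1 of the Ctr peaks lay on 4 of these sequences, which were picked after their values were seen. No biological or technical explanation was tested.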

How the results depend on the processing

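The alternatives with a −log10 q of at least 2, the list means, and any transcript start for the gene lists, types and bivalent promoters were chosen after the data were seen. Of 175 alternative values of the main results, 101 stayed the same, meaning within 1.5 times for a count and within the 95% interval for a share, and 74 moved. No ratio or difference among them changed direction, which a single count cannot do, but the balance of gains and losses turned for H3K4me3 promoters with the threshold on 1 side, and so did that of distal H3K27ac peaks in 1 list alone with lists of equal length. Of 622 values for single lists and smaller results, 409 stayed the same, 210 moved and 3 changed direction. No paired analysis was possible because each mark and condition has 1 list, and for the same reason no replicate was left out. Few H3K27ac peaks pass a −log10 q of at least 5, a filter that leaves fewer peaks by construction. Read depth per list was not measured, and otherwise the cause was not tested. The H3K4me3 and Ctcf gains of the 6 immune lists stayed between 25 and 30 and between 29 and 33 under all alternatives run, and no random list reached them.

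With a −log10 q of at least 5 in both lists, the ratio of covered length for H3K27ac was 4.63. The shared percentage of peaks was 31.0 for H3K27ac, 93.1 for H3K4me3, 74.4 for H3K27me3 and 85.4 for Ctcf. Promoters gained and lost were 227 and 3 for H3K27ac and 138 and 324 for H3K27me3, and 282 lost H3K4me3. Bivalent promoters were 773 in Ctr, 581 in IFN-γ and 465 in both, with 2.82% and 0% of Type 1 and 5.28% and 3.25% of Type 2 promoters bivalent in Ctr and IFN-γ. The 6 immune lists had 3 H3K27ac gains and 3 H3K27me3 losses, and a median difference in H3K27ac covered share of 0. The Ctcf motif lay in 49.2% of shared, 35.3% of Ctr-only and 21.2% of IFN-γ-only peaks. Distal H3K27ac peaks were 66 shared, 6 in Ctr alone and 153 in IFN-γ alone. The covered share of H3K4me3 at OPC genes turned to a difference of −0.0983 percentage points.

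With this threshold on 1 side only, promoters gained and lost were 27 and 0 for H3K27ac, 87 and 76 for H3K4me3, and 37 and 78 for H3K27me3, and the 6 immune lists had 3 H3K27ac gains (reached by 0.13% of random lists) and 2 H3K27me3 losses (7.75%). With a −log10 q of at least 2, the ratio of covered length for H3K27ac was 4.57, shared percentages were 35.7 for H3K27ac, 91.4 for H3K4me3 and 66.2 for H3K27me3, and 17.5% and 9.35% of Type 2 promoters were bivalent in Ctr and IFN-γ. The H3K27ac covered share of the 6 immune lists then differed by 0.724 percentage points, and distal H3K27ac peaks were 1012 shared, 415 in Ctr alone and 4159 in IFN-γ alone.

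With lists of equal length, the shared percentages were 58.1 for H3K27ac, 90.8 for H3K4me3, 68.2 for H3K27me3 and 84.6 for Ctcf, H3K27ac was gained at 1775 and lost at 1158 promoters, and gained at 37 of the 6 immune lists, whose H3K27ac covered share differed by 0.535 percentage points. The Ctcf motif lay in 47.5% of shared, 35.9% of Ctr-only and 17.6% of IFN-γ-only peaks, and distal H3K27ac peaks were 2944 in Ctr alone and 2745 in IFN-γ alone. With 50% overlap, the shared percentages were 51.4, 89.9, 61.7 and 83.4 for H3K27ac, H3K4me3, H3K27me3 and Ctcf, and with a distance of 1 kb they were 57.5, 90.7, 68.2 and 86.4. With any transcript start, 29.3% of Type 2 promoters were bivalent in Ctr and 18.7% in IFN-γ. With no flank, the covered share of the 6 immune lists differed by 1.19 percentage points for H3K27ac and 0 for Ctcf, and that of H3K4me3 at neuron markers by −0.00117. List means gave −2.01 for H3K27me3 and 0.503 for Ctcf at the 6 immune lists, and −0.472 for H3K4me3 at neuron markers. With no mismatch, the motif lay in 17.2% of shared, 7.12% of Ctr-only and 4.45% of IFN-γ-only Ctcf peaks.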

Other observations

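The tests of the background level, and of the H3K27ac gains against random lists, were chosen after the results they address were seen, as were the counts of promoters that changed in several marks at once. Of 9146 promoters without a Ctr peak of H3K27ac, H3K4me3 or Ctcf at the record start, 13 gained all of these. Independent gains would give 0.00227, but these marks tend to occur together (3379 promoters had all of them in Ctr), so that number is no test. The 13 were Gbp10, H2-Ab1, H2-DMb1, H2-Eb1, Ifit1, Ifit1bl2, Ifit3, Lgals3bp, P2ry12, Slfn8, Tgtp2, Uba7 and Zbp1, of which 9 belonged to the 6 immune lists. Ifit1 and Ifit1bl2 lay under the same H3K4me3 peak. P2ry12, the gene of a purinergic receptor of microglia, came from the list of microglia and macrophage markers, and its IFN-γ peaks were weak (−log10 q 1.58 for H3K27ac, 2.52 for H3K4me3 and 3.07 for Ctcf). A further view came from the 28 promoters that gained H3K27ac and H3K4me3, 19 of them in the immune lists, with the complement gene C4b and the adhesion molecule gene Nectin2 among the others.

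Promoters that lost H3K27me3 carried active marks in Ctr more often than those that kept it. Of the 1487, 48.2% had H3K27ac, 90.7% H3K4me3 and 68.3% Ctcf in Ctr, against 18.2%, 77.9% and 29.4% of the 2457 promoters with H3K27me3 in both conditions. Where H3K27ac was absent in Ctr, it was gained at 316 of the 771 promoters that lost H3K27me3 (41.0%) and at 168 of the 2010 that kept it (8.36%). Of all 3064 promoters that gained H3K27ac, 98.0% had H3K4me3 in Ctr and 15.8% had H3K27me3 there. As the compared groups also differed in H3K4me3 and Ctcf, the contrast does not tie the gain of H3K27ac to the loss of H3K27me3.

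More promoters gained than lost H3K27ac, and the 6 immune lists together stood out among them. Deeper data in IFN-γ are a candidate explanation for the surplus across all promoters, since the background level implied by the peaks was 2.36 times that of Ctr, and a treatment effect on all promoters could not be separated from it with 1 list per condition. A lengthening that reached promoters of like Ctr states alike is argued against for the 6 immune lists as 1 group. Of matched random lists, 0.0% gained as many promoters (59, against a random median of 19 and a central 95% reaching up to 26). Such a lengthening is not argued against for interferon signalling (8 gains, reached by 16.8% of random lists) or the chemokine list (5, 5.03%). With peaks of −log10 q of at least 5 alone, random lists reached the gains of the 6 lists more often, and it is not argued against there. Random lists were not matched on signal below the peak threshold, so a deeper list that lifts weak signal at active genes is not excluded. The median H3K27ac coverage difference of OPC genes also lay above all but 0.28% of random lists, though their promoter gains did not stand out (7, random median 8). The gain of H3K27ac at immune promoters under IFN-γ stays open as a hypothesis, which rests on weak peaks.

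More promoters lost than gained H3K27me3, and of the 16 losses in the 6 immune lists 7 were in MHC class I (reached by 3.41% of random lists) and 2 in the antiviral list (3.68%), while 58.8% of random lists reached those of the GTPases, 40.7% those of interferon signalling and 35.3% those of the chemokine list. Shallower data in IFN-γ, with an implied background 0.849 times that of Ctr, cannot be told apart from a treatment effect across all promoters. There were 2 IFN-γ and 3 Ctr samples, but which of them entered each list is not stated. Strong Ctr peaks (−log10 q of at least 5) had no counterpart in 78 of 1201 promoters (6.49%, 95% interval 5.23 to 8.03%) and strong IFN-γ peaks in 37 of 1015 (3.65%, 2.66 to 4.98%), a ratio of 1.78, but the bound of 1.5 set beforehand to exclude depth was wrong, since a shallower list would itself miss more strong peaks of the other list. A general loss of weak peaks is argued against for the 6 immune lists as 1 group, as 0.06% of random lists matched also on Ctr peak strength lost as many (16, against a median of 9 and a central 95% reaching up to 13). The 16 losses lay under 15 peaks, and neighbours such as Psmb9, Tap1 and Psmb8 may change together, unlike the scattered genes of random lists. That percentage may thus be too small. Psmb8, H2-K1, Cxcl10, Psmb9 and Tap1 are also named in the study's text, Psmb8 and Cxcl10 for reduced H3K27me3. The placement is therefore not independent evidence, and a general loss of weak peaks is not excluded. Loss of Polycomb marking under IFN-γ stays open as a hypothesis, and with strong peaks alone 33.1% of random lists lost as many promoters as the immune lists.

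Ctcf peaks were gained at promoters of the immune lists, and a difference in depth is argued against, since the implied background was 0.994 times that of Ctr. Cleavage at newly open promoters without binding to the motif could also yield such peaks. The Ctcf motif as searched lay under 0.0% of the 32 gained peaks, which argues against binding at that motif within 50 bp of their summits. The interval (0 to 10.7%) reaches the 10.1% of promoter peaks present in both lists, so a share below that of those peaks was not shown. Cleavage therefore cannot be told apart from Ctcf held there without the motif. STAT and IRF sites under the gained peaks are a candidate explanation, as 34.4% (20.4 to 51.7%) held a GAS or ISRE motif against 2.59% of the peaks present in both lists and 6.25% of shifted windows. Promoters of interferon targets carry such sites whether or not Ctcf is held there, and which protein was bound was not tested.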
